A study of Mus musculus with 8 samples. Its data were reported in "FAK regulates IL-33 expression by controlling chromatin accessibility at c-Jun motifs" (2021).

How the data were processed

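ATAC-seq libraries of SCC cells were grouped by line from the sample labels, with 2 replicates in each of 4 lines. The authors aligned the reads to the mouse genome mm10 with the bcbio pipeline and called peaks in every sample separately with MACS2 in broad mode, without pooling replicates. The methods cite a release of the bcbio documentation, and they state neither the version of MACS2 nor the handling of duplicate reads. The deposited lists give, for each peak, its position and length and 4 values that MACS2 averages over the broad peak. The pileup is coverage signal in reads, not scaled between samples as far as stated by the authors. The −log10 p-value and −log10 q-value are the authors' test of that coverage against the local background of the same library. The fold enrichment is the deposited ratio of the pileup to that background. These values belong to each peak and were used to rank, filter or describe peaks within a list. Fold enrichments were also set beside each other between libraries, at *Il33* and as medians of the strongest peaks, without a test. Although a q-value threshold of 0.05 is stated for the calls, the deposited −log10 q values go down to about 1.00, and between 0.784% and 3.83% of the peaks of a library have a q-value above 0.05, so the lists were used as deposited and a stricter minimum was tried.

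Because the lists hold no read counts per region, differential accessibility was not tested on counts, and only presence or absence of a call was compared. A region that is not called can still be accessible below the calling threshold. A deeper or more strongly enriched library gives more called peaks, and the number of reads per library was not used here, so differences in peak number between libraries carry over into every comparison of presence and absence. For this reason the comparisons of region sets, motifs, replicate similarity and promoter share, and the calls at *Il33* and the other named genes, were repeated on the 24383 strongest peaks of each library by −log10 p, the number in the smallest list.

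Peaks on chromosomes 1 to 19, X and Y were kept, which left out between 15 and 25 peaks of a library (at most 0.0779%). No pair of libraries shared more than 0.0360% of identical peaks, so no library was counted as a copy of another. Peaks of all libraries that overlapped by at least 1 bp were merged into regions, and a region was called in a library when any of its peaks overlapped it. The reference was GRCm38 with the GENCODE annotation of the same build, which has 141767 transcript starts. Peaks were assigned to the nearest TSS by their centre. Motifs were sought on both strands in the central 500 bp of a region or peak as exact matches to a consensus, namely TGASTCA for AP-1, TGACGTCA for CRE, MGGAAGT for ETS, RRRCATGYYY for p53 and CCASYAGRKGG for CTCF, with ACTSAGT and MGTGAAG as shuffled controls for AP-1 and ETS. Here S is C or G, M is A or C, R is A or G, Y is C or T and K is G or T.

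Peak numbers and Jaccard indices were tested by exact permutation over all 105 divisions of the 8 libraries into 4 pairs. Shares per library were tested by exact permutation over the 28 choices of 2 libraries, two-sided, with Benjamini-Hochberg adjustment over 8 tests. WT-only and reverse counts were set against 100 randomisations of the presence matrix that kept the totals of regions and libraries (one-sided), against crossed splits of the same 4 libraries, and, for regions exclusive to the FAK-WT pair, against the other pairs of libraries. Motif shares in WT-only regions were compared with those in all regions called in at least 1 library of the other line by two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 21 tests and a threshold of 0.05. For the background matched on GC content, regions were drawn to the distribution of the WT-only regions in bins of 2% GC. Confidence intervals of shares are 95% Wilson intervals. They cover the counting of regions only, not the depth of sequencing.

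Genes were named by a fixed rule. *Ptk2*, *Il33* and 8 genes that the study's text names as FAK-regulated or as regulators (*Jun*, *Fosl1*, *Fosl2*, *Ccl5*, *Cxcl10*, *Cdkn1a*, *Vcam1* and *Igfbp3*) were always considered, with regions in the gene and 10 kb upstream. To these came the 3 regions of each WT-only and reverse set, and the 5 regions exclusive to the FAK-WT pair, with the best worst rank by −log10 p over the pair of libraries. Only some of the latter are described. For *Il33*, peaks from 50 kb upstream of the TSS to the end of the gene were read out. The groups, the tests, the named genes and the following alternatives were chosen before the data were examined. They were a minimum −log10 q of 3, peaks set to 500 bp, a region counted as called only when 50% covered, and autosomes only. Other motif windows and backgrounds, a replicate block, and leaving out each replicate in turn were also among them. Equal numbers of strongest peaks were chosen beforehand for replicate similarity, region sets and promoter share. For the motifs in region sets, *Il33* and the other named genes they were chosen afterwards. The gene *Il33* has more than 1 annotated TSS. The one used was chosen after the files were read because the distances given by the study relate to it, so that a peak position near that of the study follows in part from this choice.

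The counting and randomisation steps were tested on simulated data before use. In simulated matrices of 69399 regions, all of 200 planted WT-only regions were recovered in each comparison (100%). A matrix without planted regions gave p = 0.376 for *FAK*-/-, 0.0990 for FAK-nls and 0.257 for FAK-kd by the permutation test. That matrix was itself a randomisation of the real one. Both results therefore check the code only, and not how the test behaves when libraries resemble each other. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9.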

Results

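Accessible chromatin was profiled by ATAC-seq, an assay in which a transposase inserts sequencing adapters into open DNA, in mouse cutaneous squamous cell carcinoma (SCC) cells. The cells came from tumours of mice with a floxed *Ptk2* gene, which encodes focal adhesion kinase (FAK), and FAK was deleted in culture with 4-hydroxytamoxifen. There were 4 lines with 2 libraries each. *FAK*-/- cells lack FAK. The other lines were made from them by retroviral transduction of FAK that was either wild-type (FAK-WT), impaired in nuclear localization (FAK-nls) or kinase-deficient (FAK-kd). The data were the peaks called in each of the 8 libraries, so a region was either called or not called in a library, and the read depth behind each list was not used here. Coordinates are those of the mm10 build.

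The FAK-WT libraries had 53728 and 39056 called peaks, the *FAK*-/- libraries 43153 and 35256, the FAK-nls libraries 24402 and 24974, and the FAK-kd libraries 32961 and 45956. Mean peak numbers were 46392 ± 10375 in FAK-WT, 39204.5 ± 5584 in *FAK*-/-, 24688 ± 404 in FAK-nls and 39458.5 ± 9189 in FAK-kd cells (SD, n = 2 each). The peaks covered between 13.2 Mb (FAK-nls replicate 1) and 33.7 Mb (FAK-WT replicate 1) of the genome. Differences between lines held 69.1% of the variance in peak number, and 18 of the 105 ways to split the 8 libraries into 4 pairs gave a share as large (exact permutation test, p = 0.171, smallest possible p = 0.00952). The test thus did not show a difference in peak number between lines, although both FAK-nls libraries lay below the other 6. The alternative that moved this most was covered length in place of peak number, with 73.7% of the variance between lines (exact permutation test, p = 0.124).

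**Figure D1:**
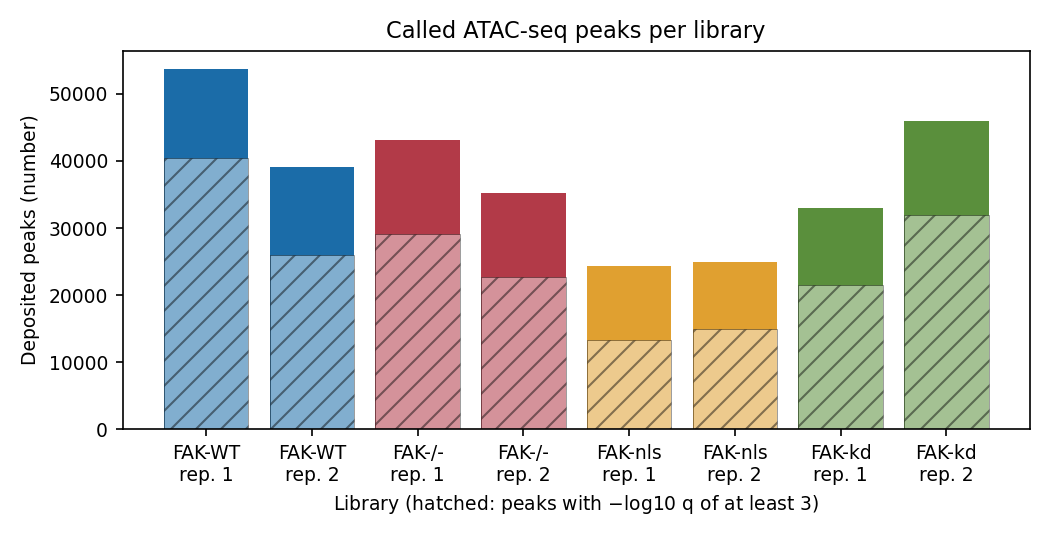
Number of called peaks (vertical axis) in each of the 8 libraries (horizontal axis), coloured by line, with the hatched part of each bar giving the peaks with a −log10 q of at least 3. Both FAK-nls libraries have fewer peaks (24402 and 24974) than any other library, and the FAK-WT and FAK-kd replicates differ widely.

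In every library most peaks lay near genes, with 97.4% to 98.2% of peak centres within 100 kb of an annotated transcription start site (TSS). Promoters, taken from 500 bp upstream to 2000 bp downstream of a TSS, held 29.7% ± 4.01 of the peaks in FAK-WT, 33.2% ± 2.44 in *FAK*-/-, 41.6% ± 0.429 in FAK-nls and 33.3% ± 4.74 in FAK-kd cells (SD, n = 2 each). The FAK-WT mean differed from the mean of the other 6 libraries by −6.35 percentage points, and 5 of the 28 choices of 2 libraries gave a difference as large (two-sided exact permutation test, p = 0.179, smallest possible p = 0.0357). With the same number of strongest peaks, 24383, taken from each library, the difference was −1.97 percentage points (exact permutation test, p = 0.214).

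To check how far libraries of a line resembled each other, the Jaccard index (shared bp divided by the bp covered in either library) was computed for all 28 pairs. It averaged 0.541 within lines (0.520 to 0.566) and 0.478 between lines (0.344 to 0.576). The difference of 0.0633 was matched or exceeded by 6 of the 105 pairings (one-sided exact permutation test, p = 0.0571), which did not pass 0.05. At equal peak number the difference was 0.0502 and the true pairing gave the largest of the 105 (one-sided exact permutation test, p = 0.00952, the smallest possible). Over all peaks FAK-WT replicate 1 and FAK-kd replicate 2 had an index of 0.576, above the 0.557 of the FAK-WT pair and the 0.522 of the FAK-kd pair. At equal peak number their index was 0.605, above the 0.578 of the FAK-kd pair but under the 0.607 of the FAK-WT pair.

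**Figure D2:**
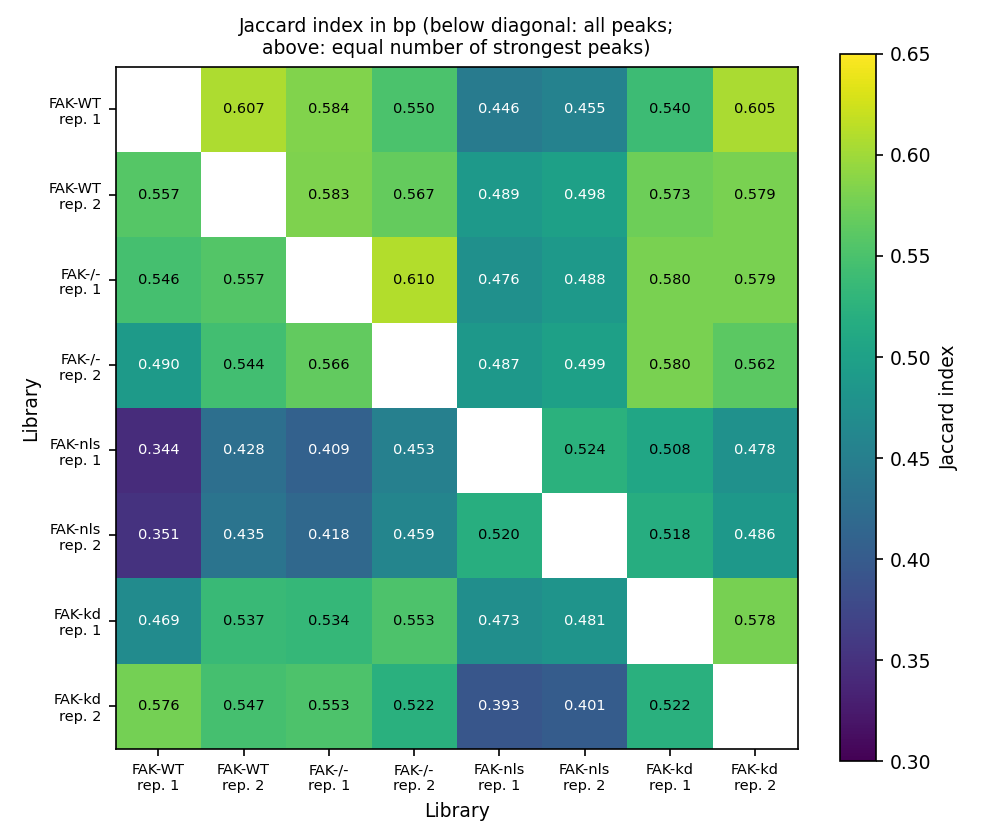
Jaccard index in bp (colour and printed value) for each pair of the 8 libraries named on both axes, over all peaks under the diagonal and over 24383 strongest peaks per library above it. The lowest index is 0.344, for FAK-WT replicate 1 with FAK-nls replicate 1 over all peaks, where FAK-WT replicate 1 with FAK-kd replicate 1 (0.469) also lies under some pairs that hold a FAK-nls library.

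The gene deleted in these cells, *Ptk2* (chromosome 15, 73205102 to 73423280), had 9 called regions in its body or the 10 kb upstream, and 6 of them were called in all 8 libraries, *FAK*-/- included. Among these was the promoter region at 73422582 to 73423686, which overlaps an untranslated exon. None of the 9 regions separated FAK-WT from any other line. Called regions at *Ptk2* therefore gave no check of the line labels.

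Peaks of all libraries were merged into 69399 regions, of which 17917 (25.8%) were called in all 8 libraries and 19816 (28.6%) in a single library. To find regions whose accessibility depended on FAK, its nuclear localization or its kinase activity, FAK-WT was compared with each other line. A region was termed WT-only when it was called in both FAK-WT libraries and in neither library of the other line, and the reverse set held the regions with the opposite pattern. Against *FAK*-/- cells there were 3392 WT-only regions and 820 in the reverse set. Against FAK-nls cells the counts were 10645 and 172, and against FAK-kd cells 3008 and 576. In 100 randomisations that kept every region's number of libraries and every library's number of regions, the WT-only counts averaged 2279 (2176 to 2381), 8586 (8414 to 8704) and 2149 (2065 to 2244), and the reverse counts averaged 492 (442 to 538), 20.7 (10 to 33) and 450 (389 to 484), in the same order. Each observed count exceeded all 100 randomisations (one-sided permutation test, p = 0.0099, the smallest possible). The randomisations remove any likeness between libraries, so this p-value does not show an effect of line. FAK-WT replicate 1 and FAK-kd replicate 2, of different lines, also shared more regions exclusive to them than any randomisation (2487 against 1792 to 1980). The same limit holds for the later comparisons with randomised matrices. The observed counts were between 1.24 times (WT-only against FAK-nls) and 8.29 times (the FAK-nls reverse set) their randomised means.

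WT-only regions outnumbered the reverse sets 4.14 times against *FAK*-/-, 61.9 times against FAK-nls and 5.22 times against FAK-kd. The imbalance was smaller at equal peak number, where lists of equal length bring the ratio near 1 by construction. Randomised means there were 889 and 879 against *FAK*-/-, 899 and 864 against FAK-nls, and 887 and 873 against FAK-kd. A general loss of accessibility would be hidden by this step too. Summed over the 3 comparisons the ratio was 10.9, below the 13.5 of the randomised matrices, and with 24383 strongest peaks per library the counts were 1388 and 1333 against *FAK*-/-, 1981 and 1706 against FAK-nls, and 1249 and 1064 against FAK-kd. The latter ratios were 1.04, 1.16 and 1.17. Crossed splits, which put 1 library of each line on either side, gave ratios of the larger to the smaller side between 1.01 and 1.17 at equal peak number, and the ratio by line was above both of its own crossed splits in each comparison (1.01 and 1.01, 1.05 and 1.13, 1.158 and 1.167). Over all peaks a crossed split exceeded the ratio by line for *FAK*-/- (33.5 against 4.14) and for FAK-kd (49.2 against 5.22). For FAK-nls neither crossed split did (8.76 and 13.3 against 61.9). Leaving out 1 library asks for 1 call on its side and 2 on the other, which raises the counts unevenly. Without *FAK*-/- replicate 2 there were 4283 WT-only and 4831 reverse regions, and without FAK-kd replicate 1 there were 3754 and 5612, and these counts give no direction.

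The number of regions that separated the lines was also compared with the crossed splits of the same libraries. At equal peak number the division by line gave 2721 regions for *FAK*-/-, 3687 for FAK-nls and 2313 for FAK-kd, each above both of its crossed splits (1287 and 1098, 1032 and 1053, 1064 and 1801). Over all peaks the division by line gave 3584 regions for FAK-kd, fewer than the 5325 of the crossed split that set FAK-WT replicate 1 and FAK-kd replicate 2 against the other pair. With 3 ways to divide 4 libraries, this comparison allows no p-value under 0.05 and none is given.

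**Figure D3:**
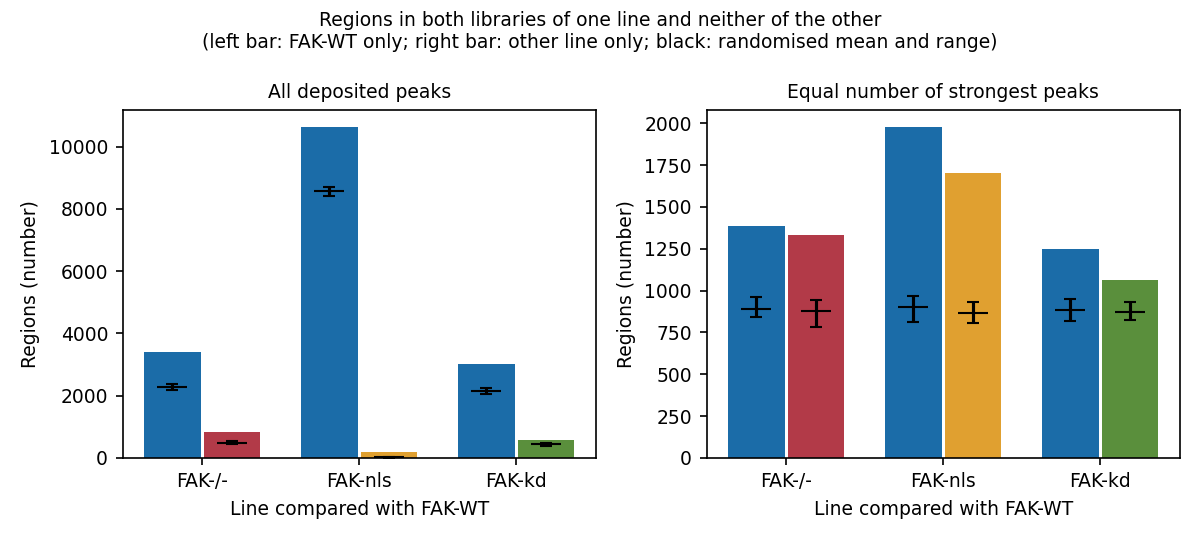
Number of regions (vertical axis) called in both libraries of FAK-WT and neither of the other line (left bar of each pair) or the reverse (right bar), for each line compared (horizontal axis), with black marks for the mean and range of 100 randomisations. Over all peaks the left bars are higher, and with equal peak numbers the bars of a pair are close, for example 1388 and 1333 for *FAK*-/-.

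A total of 1381 regions were called in both FAK-WT libraries and in none of the other 6, against a randomised mean of 867 (796 to 951; permutation test, p = 0.0099, the smallest possible). This ratio of 1.59 ranked number 3 among the 28 pairs of libraries, after the FAK-nls pair (39 regions against 2.33 randomised) and the *FAK*-/- pair (328 against 188). At equal peak number 334 such regions were found against 159 randomised. Because the comparisons share the FAK-WT libraries, their WT-only sets overlap without any effect. The Jaccard index of the sets was 0.244 for *FAK*-/- and FAK-nls (0.217 in the randomised matrices), 0.310 for *FAK*-/- and FAK-kd (0.268) and 0.235 for FAK-nls and FAK-kd (0.205), each above the highest randomised value.

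To ask which FAK-dependent regions also needed nuclear localization or kinase activity, the 3392 regions that were WT-only against *FAK*-/- were looked up in the mutant lines. Of these, 4.78% (95% Wilson interval 4.11% to 5.55%) were called in both FAK-nls libraries and 81.3% in neither, against randomised means of 1.67% and 84.9%. In FAK-kd, 15.7% (14.5% to 17.0%) were called in both libraries and 44.6% in neither, against 16.1% and 41.1%. At equal peak number, 28.2% of the 1388 regions were called in both FAK-nls libraries and 26.3% in both FAK-kd libraries. There, 44.7% were called in neither FAK-nls library (randomised mean 34.9%, 31.3% to 38.1%) and 39.5% in neither FAK-kd library (34.4%, 30.6% to 38.0%), both above all randomisations. The difference between the mutants was not tested.

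The most strongly called WT-only regions were found by the poorer of their ranks in the FAK-WT libraries. Against *FAK*-/- the first was an 829 bp region in an intron of *Pappa* (chromosome 4, 65253857 to 65254685), ranked 2221 and 767 by p-value in the FAK-WT replicates, which held an AP-1 motif. It was also among the first 3 against FAK-nls, after a region at −253 from the *Popdc2* TSS (chromosome 16, 38368293 to 38368821, intronic by another transcript, with an AP-1 motif) and an intergenic region on chromosome 5 (104934156 to 104934582). Against FAK-kd the first was an intronic region of *Cass4* (chromosome 2, 172410763 to 172411616), with an AP-1 motif. An intergenic region at −95146 from the *Rbfox1* TSS (chromosome 16, 5789886 to 5790532, with an AP-1 motif) was called in the FAK-WT pair alone, at ranks 8470 and 7678, and was the most strongly called of the 1381 such regions. In the reverse sets, an intergenic region on chromosome 18 (13281595 to 13282508) was first for both *FAK*-/- and FAK-nls and was called in all 6 libraries other than FAK-WT. A region on chromosome 15 (24748536 to 24749322, intergenic), first for FAK-kd, was likewise called in those 6 libraries.

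Motifs were then counted in the central 500 bp of each region, to ask which transcription factor motifs distinguish the FAK-WT regions. The AP-1 motif (TGASTCA, where S is C or G) was present in 44.6% of WT-only regions against *FAK*-/- (95% Wilson interval 42.9% to 46.3%) and in 36.3% of the regions called in *FAK*-/- cells. The shares were 43.5% (42.6% to 44.5%) and 36.2% against FAK-nls, and 45.4% (43.6% to 47.2%) and 35.7% against FAK-kd. The differences of 8.24 ± 0.882, 7.38 ± 0.557 and 9.65 ± 0.933 percentage points (SE over regions) gave adjusted p = 1.19e-20, 1.38e-39 and 4.74e-25 (two-sided Fisher's exact test over regions, Benjamini-Hochberg over 21 tests of 7 motifs in 3 comparisons). As ratios these were 1.23, 1.20 and 1.27. Regions are not independent replicates, and these p-values compare sets of regions in these libraries.

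WT-only regions had a lower GC content (46%, 48% and 47%) than their backgrounds (51%, 52% and 50%), and fewer of them lay in promoters (11.9%, 15.2% and 10.7%, against 39.4%, 47.6% and 40.5% of the regions called in all 4 libraries of a comparison). With backgrounds matched on GC content the AP-1 difference was 1.00 percentage points against *FAK*-/- (adjusted p = 0.657), −1.61 against FAK-nls (adjusted p = 0.0998) and 3.69 against FAK-kd (adjusted p = 0.0296, all by Fisher's exact test). Over regions outside promoters, a comparison chosen after the data were seen, the differences were 0.457, −4.54 and 2.80 percentage points (adjusted p = 0.663, 1.89e-11 and 0.0214, Fisher's exact test). Over all peaks, the excess of AP-1 was thus within error against *FAK*-/- once GC content was matched, was not positive against FAK-nls, and stayed positive for FAK-kd. The result for FAK-nls changed with peak number. With 24383 strongest peaks per library, also chosen after the data were seen, the GC-matched differences were 1.73, 9.04 and 4.32 percentage points (adjusted p = 0.642, 3.19e-07 and 0.142, Fisher's exact test). In 100 repeat draws of the matched background, the FAK-kd difference was positive in all 100 and had p under 0.05 in 66 over all peaks and in 93 at equal peak number. That of FAK-nls was negative in all 100 over all peaks, with p under 0.05 in 66, and positive with p under 0.05 in all 100 at equal peak number (unadjusted Fisher's exact tests).

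**Figure D4:**
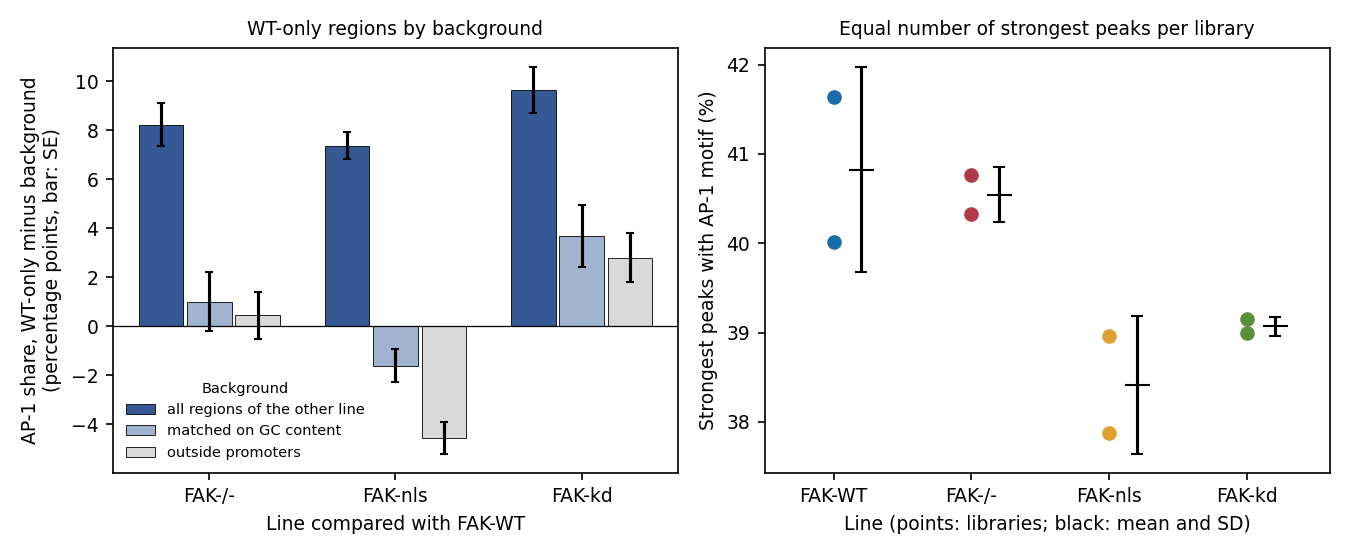
Left, difference in the share of regions with an AP-1 motif between WT-only regions and their background (percentage points, error bars SE) for each line compared, by background. Right, share of 24383 strongest peaks with the motif in each library (points), with the mean and SD of each line, where FAK-WT (41.6% and 40.0%) overlaps *FAK*-/- (40.8% and 40.3%).

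Between libraries, the AP-1 motif was present in 40.8% ± 1.15 of the 24383 strongest peaks in FAK-WT, 40.5% ± 0.307 in *FAK*-/-, 38.4% ± 0.769 in FAK-nls and 39.1% ± 0.110 in FAK-kd cells (SD, n = 2 each). FAK-WT exceeded the mean of the other 6 libraries by 1.48 percentage points, and 6 of the 28 choices of 2 libraries gave a difference as large (two-sided exact permutation test, p = 0.214, adjusted p = 0.333 over 8 per-library tests). With 28 choices, 1 such test alone could reach no adjusted p under 0.286, so these tests could hardly pass the threshold. Without FAK-WT replicate 1 the difference was 0.669 percentage points and without FAK-WT replicate 2 it was 2.29. Regions private to a library were also compared pair by pair at equal peak number. Those of a FAK-WT library held AP-1 more often than those of its partner in 4 of 4 pairs with FAK-nls (by 8.61 to 19.99 percentage points), 4 of 4 with FAK-kd (4.92 to 16.9) and 3 of 4 with *FAK*-/- (−3.05 to 11.4). Pairs of the same line differed by 0.630 to 12.3 percentage points, so only part of these differences exceeded those between replicates. The 12.3 lay between the FAK-WT replicates (48.4% in replicate 1 and 36.1% in replicate 2). As replicate 1 minus replicate 2, *FAK*-/- gave 4.86, FAK-nls −4.87 and FAK-kd −0.630. FAK-WT replicate 2 gave 8.61 and 12.2 with FAK-nls, 4.92 and 5.80 with FAK-kd, and −3.05 and 1.00 with *FAK*-/-. The higher values in each comparison came from FAK-WT replicate 1.

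The ETS motif (MGGAAGT, where M is A or C) was less frequent in WT-only regions than in the background against *FAK*-/-, by −1.66 ± 0.657 percentage points (SE over regions, adjusted p = 0.0203, Fisher's exact test). The difference was −0.675 ± 0.433 against FAK-nls (adjusted p = 0.152) and −0.0285 ± 0.714 against FAK-kd (adjusted p = 0.980, Fisher's exact test). The sign depended on the background, and with the GC-matched background the differences were −1.50 against *FAK*-/- and 0.197 against FAK-nls, neither past the threshold (Fisher's exact test, adjusted p = 0.272 and 0.813). Pair by pair at equal peak number, regions private to a FAK-WT library held the ETS motif more often than those of its partner in 4 of 4 pairs with *FAK*-/- (by 0.330 to 2.90 percentage points), 4 of 4 with FAK-nls (2.28 to 4.23) and 3 of 4 with FAK-kd (−0.712 to 4.95), where pairs of the same line differed by 0.141 to 3.52. The share of strongest peaks with the motif was 19.9% ± 0.325 in FAK-WT (SD, n = 2) and 0.343 percentage points above the other 6 libraries (two-sided exact permutation test, p = 0.179, adjusted p = 0.333).

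Of the other motifs, the CTCF motif was more frequent in WT-only regions by 2.71, 4.07 and 1.43 percentage points against *FAK*-/-, FAK-nls and FAK-kd (adjusted p = 1.22e-11, 3.22e-72 and 0.000924, Fisher's exact test). The p53 motif was more frequent by 1.23, 1.14 and 1.02 percentage points (adjusted p = 0.00127, 1.57e-06 and 0.0129, Fisher's exact test). It was matched as a single RRRCATGYYY, which is not a full p53 response element. The cAMP response element (CRE, TGACGTCA) was less frequent, by −0.716, −0.754 and −0.706 percentage points (adjusted p = 0.00036, 6.10e-09 and 0.00039, Fisher's exact test). With GC-matched backgrounds the CTCF differences were 2.09, 3.59 and 0.931 percentage points, of which the last lost its call (adjusted p = 0.0027, 1.29e-33 and 0.272, Fisher's exact test). The p53 differences were then 0.442, 0.517 and −0.233 (adjusted p = 0.657, 0.272 and 0.813) and those of the CRE 0.0295, −0.263 and −0.366 (adjusted p = 1.00, 0.225 and 0.272, Fisher's exact test), none of them past the threshold. Outside promoters, too, the p53 motif and the CRE lost every call, while CTCF kept those against *FAK*-/- (1.92) and FAK-nls (3.62). With 24383 strongest peaks per library, only FAK-nls kept the CTCF call (2.02 percentage points, adjusted p = 5.30e-06; GC-matched 1.82, adjusted p = 0.0312, Fisher's exact test). The difference against *FAK*-/- was then 0.833 (adjusted p = 0.164), or −0.992 against the reverse set (adjusted p = 0.404), and that against FAK-kd 1.07 (adjusted p = 0.0887, Fisher's exact test). A shuffled form of the AP-1 sequence, used as a control, differed by 0.864, 1.20 and 2.17 percentage points (adjusted p = 0.148, 0.000893 and 0.00039, Fisher's exact test). As ratios these were 1.09, 1.12 and 1.22. No per-library test of these motifs passed the threshold (exact permutation tests, unadjusted p = 0.429 for CTCF, 0.0714 for p53, 0.143 for the CRE and 0.5 for the shuffled sequence), in a design that could hardly pass it.

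The cytokine gene *Il33* (chromosome 19, 29925114 to 29960718) was examined because the study treats it as an example of a FAK-regulated gene. Positions are relative to the TSS at 29945790, and the stretch upstream of this TSS is intronic by a longer transcript that starts at 29925114. A peak in the enhancer, 2 to 5 kb upstream, was called in both FAK-WT libraries (29942401 to 29942780 and 29942388 to 29942723) and in *FAK*-/- replicate 1 (29942467 to 29942746), and in none of the other 5 libraries. Its fold enrichment over background, as given by the authors, was 6.32 and 4.01 in FAK-WT and 5.88 in *FAK*-/- replicate 1. The enhancer region held a CRE at 29942518 to 29942525 (−3272 from the TSS, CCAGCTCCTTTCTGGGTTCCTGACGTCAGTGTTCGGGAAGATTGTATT with the CRE in its middle) and an AP-1 motif, TGACTCA, at 29942656 to 29942662 (−3134). A promoter peak, within 2 kb of the TSS, was called in both FAK-WT libraries, FAK-nls replicate 1 and FAK-kd replicate 2. These were weak peaks in all 4 libraries, with a −log10 q between 1.45 and 2.54. Over all peaks, both peaks together were called in the FAK-WT libraries alone. The promoter peaks of FAK-WT ranked 44326 and 32919 in their lists, so among the 24383 strongest peaks of each library the enhancer peak was called in the same 3 libraries, the promoter peak in FAK-nls replicate 1 alone (rank 23190), and both together in none. No test was run on these calls. Further upstream, a peak centred between −28178 and −28104 was called in all 8 libraries, at rank 26650 in *FAK*-/- replicate 2.

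**Figure D5:**
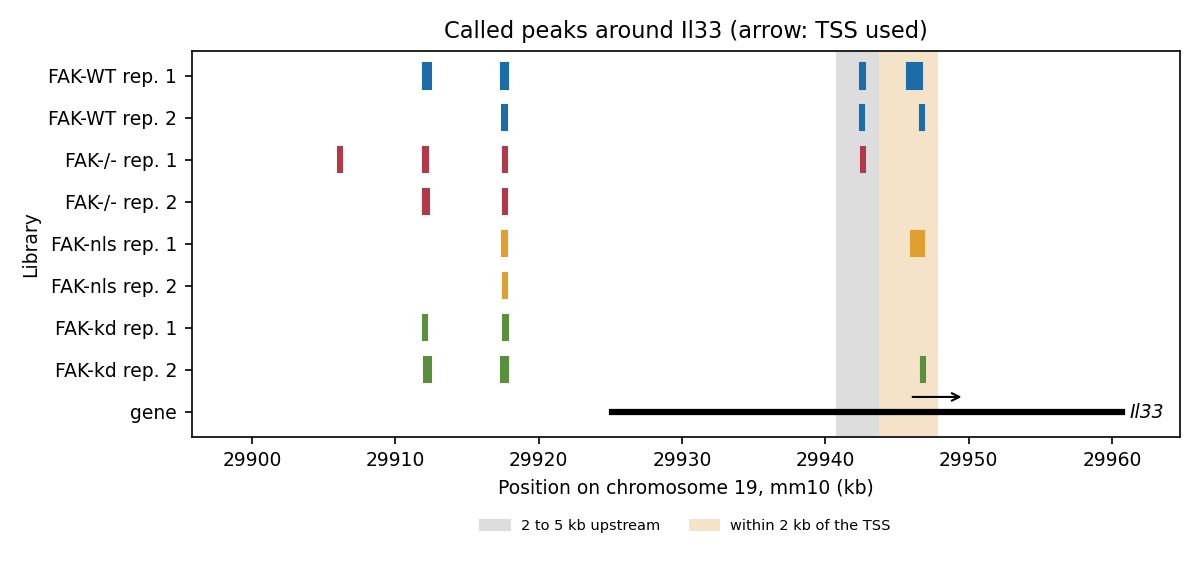
Called peaks (boxes) of each library (rows) along chromosome 19 around *Il33* (horizontal axis, mm10 position in kb), with the gene as a black bar, an arrow at the TSS used and shading for the stretches counted as enhancer and promoter. The enhancer stretch holds a peak in 3 libraries and the promoter stretch in 4.

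Among the remaining 8 genes fixed in advance, *Igfbp3* had an intergenic region upstream of it (chromosome 11, 7215742 to 7216337) that was called in the FAK-WT pair alone. *Cxcl10* had 2 regions that were WT-only against FAK-nls, at 92348755 to 92349198 and 92353559 to 92354194 on chromosome 5. Both lie in an intron of *Art3*, but the first also spans the start of *Cxcl10* itself (92348889, minus strand). That region was called in both FAK-WT libraries, both *FAK*-/- libraries and FAK-kd replicate 2. *Fosl2* had 1 intergenic region upstream that was WT-only against FAK-nls (chromosome 5, 32132931 to 32133935). The regions at *Jun* and *Cdkn1a* were called in all 8 libraries. *Fosl1*, *Ccl5* and *Vcam1* had regions called in some libraries, none of them WT-only or in a reverse set. These calls changed among the 24383 strongest peaks of each library, a setting chosen here after the data were seen. *Igfbp3* then had 0 called regions and *Fosl2* 0 WT-only regions, *Cxcl10* had 1 region that was WT-only against both *FAK*-/- and FAK-nls, *Cdkn1a* had 1 region in the reverse sets of FAK-nls and FAK-kd, and *Ccl5* had 1 in that of *FAK*-/-. *Jun*, *Fosl1* and *Vcam1* again had no region in such a set, and none of the 9 regions of *Ptk2* separated FAK-WT from another line.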

Values the study reported

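The study reported between 20,000 and 60,000 accessible regions for each sample. In its motif analysis, Jun-AP-1 and Fosl2 motifs were enriched almost 2-fold in FAK-WT-enriched peaks over the peaks of *FAK*-/- or FAK-nls cells, and Ets1 and Etv1 motifs were enriched 2-fold over those of FAK-kd cells. The numbers of motifs with a significant change were 196 against *FAK*-/-, 118 against FAK-kd and 205 against FAK-nls. At *Il33*, it placed the enhancer peak of FAK-WT cells 3199 bp upstream and the promoter peak 821 bp downstream of the TSS, and it described both as missing in FAK-kd and FAK-nls cells.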

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

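All tests in this part were chosen only after the result was seen. Across 12 measures per library, every pair of lines other than FAK-WT was searched for cases in which both libraries of one line lay above the FAK-WT mean and both of the other below it. Of 36 such comparisons 2 showed this. If each library lay above or below independently, chance would give 12.5%, or 4.5 of the 36. The comparisons share the FAK-WT mean and are not independent, so whether the number of cases exceeds chance is not decided. In neither case was the difference between the lines tested.

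The share of the 24383 strongest peaks with a CTCF motif was 3.09% and 2.92% in the *FAK*-/- libraries and 2.49% and 2.48% in the FAK-nls libraries, with 2.88% and 2.96% in FAK-WT. The effects of the lines relative to FAK-WT differed by 0.525 percentage points. The tables argue against counting error, since the 95% interval of the difference has a half-width of 0.205 percentage points, and against the share of promoters, since outside promoters the *FAK*-/- libraries still exceeded the FAK-nls libraries by 0.788 percentage points. The strongest peaks of FAK-nls are nearly its whole list and so reach down to weaker calls. Within libraries weaker calls did not lower the share, which rose from the 10000 strongest peaks to later ones in all 8, by at least 1.08 percentage points. In the last 4383 of these peaks it was 2.99% and 3.17% in FAK-nls and 3.38% in FAK-kd replicate 1. In the remaining libraries it was 4.72% to 5.66%. The rise therefore does not decide whether weaker calls hold the FAK-nls share below that of longer lists. In the 10000 strongest peaks of each library the difference between the lines was −0.08 percentage points, with 1.73% and 1.71% in *FAK*-/- and 1.85% and 1.75% in FAK-nls. The difference thus arose among later peaks. The smaller number of called peaks in FAK-nls stays open too. In FAK-kd the library with more peaks had the higher share, by 0.476 percentage points, and likewise in *FAK*-/- (3.09% against 2.92%). In FAK-WT the library with more peaks had the lower share (2.88% against 2.96%). Both FAK-nls libraries have short lists, so the number of peaks and an effect of nuclear FAK on CTCF sites cannot be told apart.

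The shuffled AP-1 sequence, a control with no factor assigned to it, was present in 10.3% and 10.3% of the strongest peaks in *FAK*-/- and in 10.0% and 9.94% in FAK-kd, on either side of the FAK-WT mean (libraries at 10.2% and 9.88%). The line effects differed by 0.338 percentage points. This lies within the interval that the number of peaks gives, whose half-width was 0.379 percentage points, so counting error may account for it. A difference between these lines stays open as an untested alternative.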

How the results depend on the processing

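The comparisons over regions outside promoters and the motif comparisons at equal peak number were chosen only after the data were seen. So were the upstream TSS and the equal peak number for *Il33*, and the equal peak number for the other named genes. All other alternatives were fixed beforehand. Over the results that answer a comparison, 75 alternatives left the direction and the call or size as it was, 11 were weaker, 4 stronger, 16 moved and 19 reversed. Fits that left out 1 library are counted apart, with 32 unmoved and 28 moved. The ratios of observed to randomised counts of the region sets stayed above 1 and past the threshold in all 35 of their alternatives, but their size moved. The ratio of the FAK-nls reverse set, 8.29, ran from 1.97 at equal peak number to 14.8 with a −log10 q of at least 3, and that of WT-only regions against FAK-nls, 1.24, from 1.11 to 2.20. The cause was not tested for any change below unless it is stated.

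Replicate similarity of peak sets passed its threshold at equal peak number, with a difference in Jaccard index of 0.0502 (exact permutation test, p = 0.00952), while peak number and promoter share stayed on the same side of theirs under each alternative run. By construction fewer peaks were compared at equal peak number, and region counts fell or rose with them. WT-only and reverse counts became 1388 and 1333 against *FAK*-/-, 1981 and 1706 against FAK-nls and 1249 and 1064 against FAK-kd, and the FAK-WT pair kept 334 exclusive regions. With a −log10 q of at least 3, which also removes peaks, the reverse sets were 403 for *FAK*-/-, 58 for FAK-nls and 285 for FAK-kd. With peaks set to 500 bp the FAK-nls reverse set was 268. Every one of these counts still exceeded all of its randomisations, at between 1.11 and 14.8 times the randomised mean over the 5 alternatives that kept all libraries.

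Leaving out 1 library relaxes the rule that both libraries of a line must agree, so counts rise by construction. They ranged from 4283 to 14185 for WT-only regions against *FAK*-/- and from 990 to 4831 for the reverse set. Against FAK-nls the ranges were 13197 to 26092 and 198 to 1022, and against FAK-kd 3754 to 12595 and 725 to 5612. Regions exclusive to the FAK-WT pair ranged from 1433 to 8520 over 8 fits. The highest WT-only and exclusive counts (14185, 26092, 12595 and 8520) all came without FAK-WT replicate 2. The reverse sets were highest without *FAK*-/- replicate 2 (4831), FAK-nls replicate 2 (1022) and FAK-kd replicate 1 (5612), and the first and last of these exceeded the WT-only counts of the same fits. Asking for 1 call on one side and 2 on the other does not give this alone. Without *FAK*-/- replicate 1 the WT-only and reverse counts were 7176 and 2474, and without FAK-kd replicate 2 they were 8203 and 1976. The result thus depends on which library remains, which was not tested further, and these counts give no direction.

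The AP-1 difference against *FAK*-/- lost its call with a GC-matched background (1.00 percentage points), outside promoters (0.457) and with a GC-matched background at equal peak number (1.73). Against FAK-nls it lost its call against the reverse set (1.68) and reversed with a GC-matched background (−1.61) and outside promoters (−4.54), although with equal peak numbers it stayed past the threshold with a GC-matched background (9.04) and, outside promoters, against the reverse set (10.3). Against FAK-kd only the GC-matched background at equal peak number took it below the threshold (4.32). Over all other alternatives with both replicates it stayed positive and past the threshold in each comparison, up to 19.9 percentage points for FAK-nls against the reverse set at equal peak number. Without 1 library the difference ranged from 1.49 to 6.91 for *FAK*-/-, from 3.94 to 8.19 for FAK-nls and from 2.46 to 9.03 for FAK-kd. The lowest values came without FAK-WT replicate 1 for *FAK*-/- (1.49) and FAK-kd (2.46) and without FAK-WT replicate 2 for FAK-nls (3.94), and the other FAK-WT replicate gave 3.11, 4.60 and 4.31 in turn. One seeded draw underlies each GC-matched value, and 100 repeat draws gave means of 0.810 (−1.71 to 2.77), −1.63 (−2.95 to −0.620) and 2.89 (1.03 to 5.35). At equal peak number these were 2.75 (0.144 to 5.55), 8.24 (5.45 to 10.6) and 5.94 (3.36 to 9.29).

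The ETS difference against *FAK*-/- lost its call against the reverse set (−1.10), with a GC-matched background (−1.50), in a 200 bp window (−0.426), with a −log10 q of at least 3 (−0.194), outside promoters (−0.922) and outside promoters against the reverse set at equal peak number (−0.324). It reversed at equal peak number, to 0.331, to 0.937 with a GC-matched background and to 1.98 against the reverse set. Against FAK-nls it passed the threshold against regions called in all 4 libraries (−1.73) and over full regions (−7.44). It reversed against the reverse set (6.005), with a GC-matched background (0.197) and outside promoters (0.815), and at equal peak number it was 1.54, 3.53 with a GC-matched background, 3.53 against the reverse set and 2.41 against that set outside promoters. Both values of 3.53 passed the threshold as an excess (adjusted p = 0.0312 and 0.0263, Fisher's exact test). Against FAK-kd it passed the threshold over full regions (−6.06). It reversed against the reverse set (1.72), in a 200 bp window (0.510) and outside promoters (0.794), and at equal peak number it was 1.12 with a GC-matched background, 1.80 against the reverse set and 0.451 against that set outside promoters. Leaving out 1 library gave −2.58 to −1.76, −1.44 to −1.04 and −1.41 to −0.764 in the 3 comparisons. The sign of the ETS difference thus depends on the background and on peak number. Over full regions the shuffled ETS control was also less frequent, by −4.61, −4.97 and −3.55 percentage points against *FAK*-/-, FAK-nls and FAK-kd. These differences passed the threshold (adjusted p = 2.69e-12, 6.64e-30 and 3.48e-07, Fisher's exact test). The calls over full regions are therefore not specific to the ETS motif.

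Per library, the AP-1 share difference of FAK-WT ranged from 0.669 to 2.29 percentage points when 1 FAK-WT library was left out. The ETS share difference reversed over all peaks (−0.502) and ranged from 0.113 to 0.573 without 1 FAK-WT library, the lower without replicate 1. None of these tests passed 0.05 under any alternative run.

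Taking the upstream start of *Il33* as its TSS left 0 libraries with an enhancer peak, 0 with a promoter peak and 0 with both, because the fixed distances then fall elsewhere. Counting peaks by their centre changed nothing. Taking equal peak numbers kept 3 libraries with the enhancer peak and left 1 with the promoter peak and 0 with both, because the promoter peaks of the other libraries rank below the number taken.

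The replicate numbers do not pair the libraries across lines, since correlations of the replicate differences between lines ran from −0.0983 to 0.0302. With the replicate number as a block, the replicate similarity had 4 of 24 pairings as large (exact permutation test, p = 0.167), and the per-library tests gave p = 0.25 for AP-1, 0.188 for ETS and 0.188 for promoters, where 0.0625 is the smallest possible. The differences themselves (0.0633 in Jaccard index, 1.48, 0.343 and −6.35 percentage points) are unaltered by the block, and no call changed.

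The number of reads per library was not used here. This limits every statement on absence of a peak, including the counts of WT-only regions.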

Other observations

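The tests of GC content, promoters and base composition for the AP-1 difference in each comparison, the chi-square tests over chromosomes, those on FAK-WT replicate 1 with FAK-kd replicate 2 and those of AP-1 at equal peak number were chosen only after the results were seen.

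WT-only regions outnumbered the reverse sets over all peaks. At equal peak number the summed ratio was 1.13. At that setting the ratio by line was above both of its own crossed splits in each comparison, in FAK-kd by little (1.174 against 1.158 and 1.167). Over all peaks a crossed split exceeded the ratio by line for *FAK*-/- (33.5 against 4.14) and FAK-kd (49.2 against 5.22), but not for FAK-nls. A higher number of called peaks in FAK-WT and a loss of accessibility without functional FAK cannot be told apart here. Equal peak numbers bring the ratio near 1 by construction in both cases. The small excess that remained cannot decide it either, as 3 ways to divide 4 libraries allow no share under 0.05. Whether a single FAK-WT library carried the excess was tried with regions called in FAK-WT replicate 2. Set against the reverse sets, which lack both FAK-WT libraries, their lowest ratio was 6.71. With FAK-WT replicate 1 left out on both sides, there were 5499 WT-only and 3246 reverse regions for *FAK*-/-. The counts were 13197 and 624 for FAK-nls, and 5119 and 2570 for FAK-kd. Both ways ask for a call in 1 library on the FAK-WT side and 2 on the other, which inflates the ratio. The contribution of a single library cannot be told apart from this rule either. The share of WT-only regions varied between chromosomes by up to 1.74 times, beyond counting error in each comparison (chi-square tests over 20 chromosomes, p = 4.47e-12, 1.63e-12 and 3.83e-05). Each autosome and chromosome X held some, but shares of whole chromosomes cannot show changes of a part of one, so a contribution of copy number differences between lines cannot be told apart from an effect of FAK.

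The higher frequency of AP-1 in WT-only regions than in the background of the other line was weighed against 4 technical explanations. Over all peaks, weak calling in general is argued against. Regions called in a single replicate of a line held the motif in at most 40.9% of cases (FAK-nls replicate 2). WT-only regions held it in 43.5% to 45.4%. At equal peak number such regions of FAK-WT replicate 1 held it in 48.4%. WT-only regions then held it in 49.6% against *FAK*-/- (95% interval 47.0% to 52.3%), 54.5% against FAK-nls and 54.3% against FAK-kd. For *FAK*-/- weak calling thus cannot be told apart at equal peak number. Base composition of the motif was tried with the shuffled sequence, which differed by at most 2.17 percentage points. Since the shuffled sequence is rarer, the ratios were compared too. The AP-1 ratio was 1.13 times that of the shuffled sequence for *FAK*-/- (95% interval 1.02 to 1.26), which argues against base composition of the motif as the whole cause there. This does not exclude the GC content of the regions, which was tried separately. It was 1.07 times for FAK-nls (0.9999 to 1.15) and 1.04 times for FAK-kd (0.937 to 1.16), and with these intervals an effect on AP-1 sites and base composition cannot be told apart in those comparisons over all peaks. With equal peak numbers it was 1.24 times for FAK-nls (1.09 to 1.42) and 1.28 times for FAK-kd (1.08 to 1.52), which argues against base composition as the whole cause there, and 1.15 times for *FAK*-/- (0.976 to 1.35), where the 2 cannot be told apart. Over all peaks, GC content may account for the difference against *FAK*-/- and FAK-nls, where matching left 1.00 and −1.61 percentage points, and so may the promoters in the background, without which 0.457 and −4.54 remained. With equal peak numbers GC content may still account for the difference against *FAK*-/- (1.73), and is argued against as the whole cause for FAK-nls, where 9.04 percentage points remained and all 100 repeat draws had p under 0.05 by Fisher's exact test. For FAK-kd, promoters are argued against as the whole cause, since 2.80 percentage points remained outside them, past the threshold. GC matching left 3.69 there, with a mean of 2.89 over repeat draws and p under 0.05 in 66 of 100, and 4.32 with equal peak numbers, below the threshold after adjustment, with p under 0.05 in 93 of 100 repeat draws. GC content as the whole cause for FAK-kd therefore cannot be told apart from an effect on AP-1 sites, as the call depends on the draw. Effects of nuclear FAK or of its kinase activity on AP-1 sites are hypotheses that stay open.

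WT-only regions at equal peak number held AP-1 more often than the reverse sets, by 6.28, 19.9 and 17.6 percentage points against *FAK*-/-, FAK-nls and FAK-kd. Promoters in the reverse sets are argued against as the whole cause, since at least 6.06 percentage points remained outside promoters in each comparison. Crossed splits of the same libraries differed by 7.49 to 14.4 percentage points, above the 6.28 seen for *FAK*-/-, whereas the values for FAK-nls and FAK-kd exceeded all 6 crossed splits. Outside promoters the divisions by line gave 6.06, 10.3 and 12.7, each above its own 2 crossed splits (−0.197 and 4.36, 3.55 and 3.43, 11.7 and 1.34). With 2 crossed splits per comparison no share under 0.05 is possible, so a difference between lines and the differences between libraries of any line cannot be told apart.

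FAK-WT replicate 1 and FAK-kd replicate 2 shared 2487 regions that no other library had, against a randomised mean of 1893. More peaks in both libraries is argued against, since at equal peak number the observed number was still 1.86 times the randomised one. An exchange of labels between the lines is argued against by FAK-WT replicate 2 and FAK-kd replicate 1, which shared fewer exclusive regions than randomised (0.807 times). Whether FAK-WT replicate 1 is a FAK-kd library is not decided. Its 0.501 times with FAK-kd replicate 1 cannot decide this, because regions also called in FAK-kd replicate 2 do not count as exclusive. Its Jaccard index was 0.469 with FAK-kd replicate 1 and 0.576 with FAK-kd replicate 2, against 0.557 with FAK-WT replicate 2. Whether FAK-kd replicate 2 is a FAK-WT library is not decided. Its 0.651 times with FAK-WT replicate 2 has the same limit, since regions also called in FAK-WT replicate 1 drop out. The Jaccard index of FAK-kd replicate 2 was higher with the FAK-WT libraries (0.576 and 0.547) than with FAK-kd replicate 1 (0.522). At equal peak number these were 0.605, 0.579 and 0.578. A stronger enrichment in both FAK-WT replicate 1 and FAK-kd replicate 2 stays open too. Their strongest peaks had median fold enrichments of 5.66 and 5.44, and the other 6 libraries at most 4.91, so no other library was as strongly enriched and the explanation cannot be told apart from a shared biological state. Such a state was not tested, as the design gives no group that joins these libraries.

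The ratio of the AP-1 share in WT-only regions to that in the background was 1.23 for *FAK*-/-, 1.20 for FAK-nls and 1.27 for FAK-kd. With equal peak numbers these ratios were 1.28, 1.49 and 1.43. The ratios for *FAK*-/- and FAK-nls are lower than the value quoted from the study above, by less with equal peak numbers. For the ETS motif against FAK-kd the ratio was 0.998. That is lower than the value quoted from the study above. The sets, the motif definitions and the tool differ. At *Il33*, the promoter peak was called in 1 of 2 libraries of FAK-nls and of FAK-kd, where the study describes it as missing.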
